A study of Mus musculus with 2 samples. Its data were reported in "Decoding YAP dependent transcription in the liver" (2022).

How the data were processed

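Hepatocytes were isolated by perfusion of mouse livers and profiled by droplet-based single-cell RNA-seq of transcript 3 prime ends. The series holds 2 libraries. The control library came from an animal with the liver-restricted tetracycline transactivator and no inducible transgene, and the tetYAP 4W library from an animal that also carried an inducible mutant YAP, after 4 weeks of induction. The groups were read from the genotype in the sample labels. Each group has 1 library, so no test between groups was made, and every interval below covers counting error only.

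The authors deposited raw counts, as whole numbers of unique molecular identifiers (UMIs) per gene and cell barcode. Per the labels and the methods of the study, the reads were processed with cellranger at default parameters against the mm10 assembly, barcodes were down-sampled to 3000 per condition, and barcodes above 7500 UMIs were excluded. The table holds 31053 genes and 4513 barcodes, of which 2989 belong to the control and 1524 to the tetYAP 4W library. No barcode exceeded 7500 UMIs and every value was whole, so the table was taken as the one left by these steps. All barcodes also had at least 200 genes detected, and all were used. Whether the transgene transcript could be assigned to Yap1 is not stated.

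Counts were scaled to 10000 UMIs per barcode and log-transformed, and barcodes were clustered with scanpy 1.11.5 on 2000 variable genes, 20 principal components, 15 neighbours and Leiden resolution 0.8. A cluster was named for a cell class, as "like" that class, where at least 3 of its markers reached 10 UMIs and a 3-fold higher level than in the other barcodes of the same library. Clusters without such a class and with hepatocyte markers were called hepatocyte-like. A cluster whose leading genes held more markers of another class stayed unnamed. The markers were fixed before the data were examined, and the scoring rule was set afterwards. Scrublet, run per library, called 9 control barcodes doublets (0.301%) and 0 tetYAP 4W barcodes. Such rates are too low for the caller to have worked, so doublets remain in the data.

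UMIs were summed over barcodes per library and scaled by the total of the library to CPM. Ratios are log2 of tetYAP 4W over control, with counts under 3 set to a floor of 3 per library and with exact conditional binomial 95% intervals. Sums carry exact Poisson intervals and shares exact (Clopper-Pearson) intervals. For a gene list, the median log2 ratio of the members with at least 10 UMIs was taken, and its percentile among 10000 random lists matched on mean CPM in 20 bins. Its error is given as the median of the members' lower and upper bounds. Genes used as cell class markers were left out of list medians in hepatocyte-like barcodes and kept over all barcodes. The lists were the 8 signatures the study projected, with human symbols matched to mouse symbols by name, the inflammatory genes the study called up in whole-liver RNA-seq (224 of 226 symbols matched), and short lists written before the data were examined for YAP targets, cholesterol biosynthesis and uptake, HNF4a targets, pericentral, periportal, hepatoblast and ductal genes, proliferation and the response to dissociation. Barcodes with UMIs of at least 2 of the 18 proliferation genes were counted at native depth and after thinning each barcode to 1000 UMIs. To compare barcodes by free RNA, UMIs per barcode were set beside those of erythroid, B and T or NK cell-like barcodes.

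Named genes were 21 fixed before the data were examined, and the 5 highest and 5 lowest by log2 ratio among genes with at least 100 UMIs whose interval excluded 2-fold, leaving out markers, mitochondrial and ribosomal protein genes, in hepatocyte-like and in all barcodes. Some of the fixed genes are not reported here. Gene coordinates are those of RefSeq on GRCm38.p6, the build that mm10 names. Another mouse assembly at hand was of an older build and was not used.

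The ratio and list functions were tested on counts simulated from the means and totals of the real libraries, with 200 genes changed by known folds. For hepatocyte-like barcodes 93.5% of the changed genes lay within their interval (11168 genes run), and for all barcodes 96.5% (12694 genes run). A list of 20 raised genes reached a percentile of 100 in both.

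Alternatives chosen before the data were examined were other limits on barcodes, each barcode weighted equally, edgeR 4.0.16 TMM factors as a normalization only, totals without mitochondrial genes and the 50 most abundant genes, thinning of the deeper library, other minimum counts for list members, an offset of 0.5 UMIs in place of the floor, Leiden resolutions of 0.4 and 1.2, and a class call without clusters. Restriction to hepatocyte-like clusters rich in nuclear RNA, and lists without the Cyp, Sult, Mup, Hsd3b and Ugt families, were added after the data were seen. Analyses used Python 3.11.15 and R 4.3.3.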

Results

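Single-cell RNA-seq libraries of perfused hepatocytes were compared between 1 control and 1 tetYAP 4W animal to ask which programs change in hepatocytes upon induction of an activated YAP. The control library held 2989 barcodes and 9509885 UMIs, with a median of 3117 UMIs (quartiles 2882 and 3375) and 905 genes per barcode. The tetYAP 4W library held 1524 barcodes and 6777210 UMIs, with a median of 4150 UMIs (quartiles 3570 and 5362) and 1058 genes. The shallowest barcode had 516 UMIs in the control and 2355 in the tetYAP 4W library, and 144 control barcodes (4.82%) lay below the latter value. The median mitochondrial share was 28.1% in the control and 37.7% in the tetYAP 4W library. It moved most when barcodes above 30% were left out, which kept 1861 control and 545 tetYAP 4W barcodes and lowered the medians to 25.3% and 22.1%. In hepatocyte-like barcodes the median share was 28.1% in the control and 55.5% in the tetYAP 4W library. Malat1, a nuclear RNA, had 2.24 UMIs per barcode in tetYAP 4W cluster 14 (483 barcodes, median share 60.8%). It had 5.804 in cluster 12 (260 barcodes) and 56.6 in cluster 13 (78 barcodes), against 2.37 in erythroid cell-like barcodes. Control clusters 0 and 1 had 1.72 and 1.85, and cluster 4 (160 barcodes) 10.975. Clusters 4 and 13 are those called rich in nuclear RNA. Ratios of hepatocyte-like barcodes thus rest mainly on barcodes poor in nuclear RNA. The 30% limit kept 1568 of 2541 hepatocyte-like control barcodes and 111 of 821 tetYAP 4W ones. There are no replicates, and all differences are between these 2 libraries.

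The targeted gene, Yap1 (chromosome 9, 7931999 to 8004638, protein-coding), had 155 UMIs in the control (95% interval 132 to 181) and 128 in the tetYAP 4W library (107 to 152). These correspond to 16.3 and 18.9 CPM and to a log2 ratio of 0.21 (-0.14 to 0.56), so that no difference in Yap1 was detectable at this depth. In hepatocyte-like barcodes the log2 ratio was 0.17 (-0.28 to 0.60), and it moved most, to 1.59, without barcodes above 30% mitochondrial UMIs. A Yap1 UMI was found in 7.31% of hepatocyte-like tetYAP 4W barcodes (5.62 to 9.31) and in 5.84% of T or NK cell-like ones (2.55 to 11.2), which should lack it, at median depths of 3978 and 4800 UMIs. After thinning to 1000 UMIs these shares were 1.83% and 2.92%. In the control hepatocyte-like barcodes the share was 4.96% (4.15 to 5.88) at native depth, at a median of 3096 UMIs, and 1.27% after thinning, with 23 shallower barcodes left out.

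Canonical YAP targets parted the libraries. Over all barcodes, Cyr61 (now Ccn1, chromosome 3, 145646971 to 145649985) rose from 20 to 140 UMIs, a log2 ratio of 3.30 (2.61 to 4.05). Ctgf (now Ccn2, chromosome 10, 24595442 to 24598683) rose from 4 to 33 UMIs, a log2 ratio of 3.53 (2.04 to 5.49), and Amotl2 from 85 to 223 UMIs, a log2 ratio of 1.88 (1.51 to 2.26). Ankrd1 had 0 control and 4 tetYAP 4W UMIs, too few for a call. Its interval over all barcodes included no change, with a lower bound of -0.11. In hepatocyte-like barcodes the same counts gave a lower bound of 0.60, which excluded it. In hepatocyte-like barcodes the 15 members of the YAP target list had a median log2 ratio of 2.42 (1.79 to 3.69), at the 100th percentile of matched lists. It moved most, to 1.72, in the clusters rich in nuclear RNA, where 8 members were left and 3 of them had control counts at or under the floor. Among the DNA-binding partners of YAP, Tead1 (chromosome 7, 112679356 to 112906784) rose from 30 to 144 UMIs over all barcodes, a log2 ratio of 2.75 (2.18 to 3.37), Tead2 from 4 to 25 UMIs, a log2 ratio of 3.13 (1.60 to 5.12), and Tead4 from 2 to 11 UMIs, a log2 ratio of 2.36 (0.75 to 6.16). Tead3, at 19 and 11 UMIs, did not differ beyond counting error (log2 ratio -0.30, -1.52 to 0.85). The Tead1 share in hepatocyte-like tetYAP 4W barcodes, 6.46% (4.87 to 8.36), was not separable from the 5.84% (2.55 to 11.2) of T or NK cell-like barcodes. UMIs of the YAP target list numbered 0.827 per hepatocyte-like barcode (0.766 to 0.892) and 0.783 (0.671 to 0.909) per erythroid, B or T or NK cell-like barcode, so the list as a whole was not separable from barcodes of other cells. Of its members, Amotl2 was above these cells, at 0.145 UMIs (0.120 to 0.173) against 0.0543 (0.0281 to 0.0948), and had 0.590 (0.432 to 0.787) in cluster 13. In clusters 12 and 14 together it had 0.0983 (0.0770 to 0.124), with an interval that overlaps that of these cells. Ctgf had 25 UMIs in hepatocyte-like barcodes, at 0.0305 per barcode (0.0197 to 0.0450), and 1 in these cells. The intervals overlap, which does not decide whether it was higher in the former. In cluster 13, with 8 Ctgf UMIs, it had 0.103 per barcode (0.0443 to 0.202), above the 0.00452 (0.000115 to 0.0252) of these cells. In clusters 12 and 14 together it had 0.0229 (0.0133 to 0.0366), which overlaps. Macrophage-like barcodes had 0 Ctgf UMIs, with an upper bound of 0.0134 per barcode, below the hepatocyte-like interval. Endothelial cell-like barcodes had 0.0236 (0.00487 to 0.0690), which overlaps it. The whole list had 3.29 UMIs per endothelial cell-like barcode (2.98 to 3.62) and 2.70 per macrophage-like one (2.51 to 2.90), so the ratio over all barcodes also follows the change in cell classes. Of the hepatocyte-like clusters, cluster 13, with 78 barcodes, lay above the 0.783 of erythroid, B or T or NK cell-like barcodes, at 1.88 target UMIs per barcode (1.59 to 2.22), and had 0.526 Tead1 UMIs (0.377 to 0.713).

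Clustering gave 15 clusters. Hepatocyte-like barcodes made up 85.0% of the control library (83.7 to 86.3) and 53.9% of the tetYAP 4W library (51.3 to 56.4). Each of the 6 hepatocyte-like clusters lay wholly in 1 library, so within this class cluster and library cannot be told apart. Macrophage-like barcodes made up 1.41% of the control (1.01 to 1.89) and 18.1% of the tetYAP 4W library (16.2 to 20.1), and T or NK cell-like barcodes 0.602% (0.357 to 0.950) and 8.99% (7.60 to 10.5). B cell-like barcodes numbered 1 and 46. Endothelial cell-like barcodes made up 6.22% (5.38 to 7.15) and 8.33% (6.99 to 9.84), and stellate or mesenchymal cell-like ones 6.56% (5.70 to 7.505) and 1.38% (0.855 to 2.10). The shares of these 2 classes do not compare like with like. The 196 control barcodes called stellate cell-like had 600.3 CPM of stellate markers against 9204 CPM in the 21 tetYAP 4W ones, and most control endothelial cell-like barcodes (cluster 3) had 949 CPM of endothelial markers against 9783 CPM in tetYAP 4W. Hepatocyte-like cluster 12 of the tetYAP 4W library was mixed: 148 of its 260 barcodes formed an unnamed cluster at resolution 0.4, with 8.82 endothelial marker UMIs each (8.35 to 9.31), against 0.705 (0.558 to 0.879) in the others. A cluster of 1 control and 58 tetYAP 4W barcodes, led by neutrophil and monocyte genes such as Retnlg, S100a9 and Chil3, stayed unnamed. The call moved most without clusters, when hepatocyte markers against all other markers put 2987 control and 1457 tetYAP 4W barcodes into the hepatocyte-like class.

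**Figure D1:**
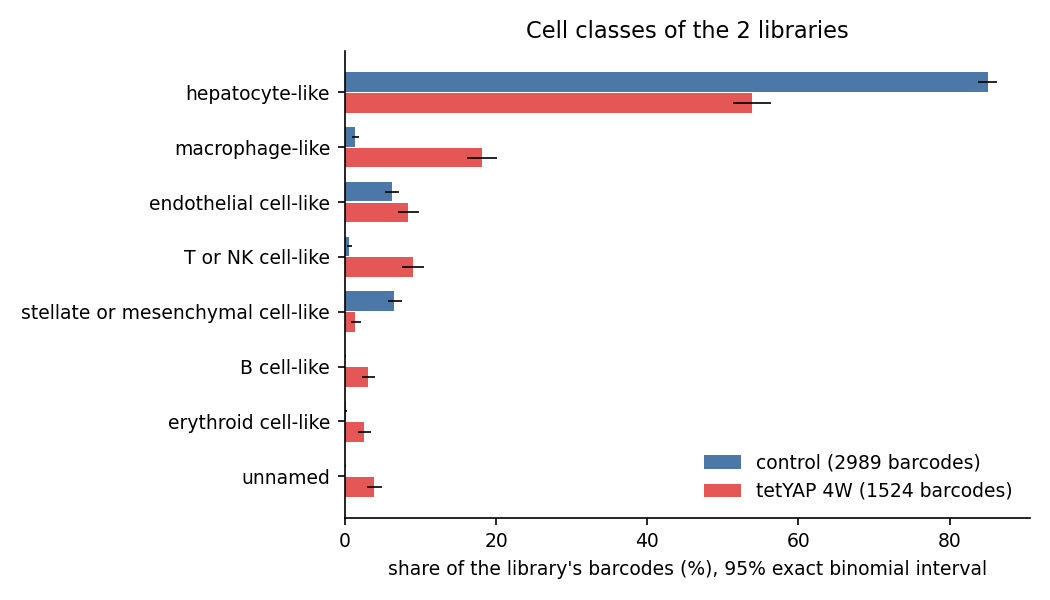
Share of each library's barcodes (%) in each cell class, for the control (2989 barcodes) and the tetYAP 4W library (1524 barcodes), with exact 95% binomial intervals as lines. Hepatocyte-like barcodes made up 85.0% and 53.9% of the deposited barcodes, and macrophage-like barcodes 1.41% and 18.1%.

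RNA of hepatocytes was found in barcodes of every class. The 12 hepatocyte markers had a median of 356 UMIs per hepatocyte-like control barcode, and of 354 in the control barcodes of all other classes, or 99.4% of the former. In the tetYAP 4W library the medians were 345 and 276 UMIs, the latter 80.0% of the former. Values of hepatocyte-like barcodes below therefore include RNA shared by all barcodes of a library.

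**Figure D2:**
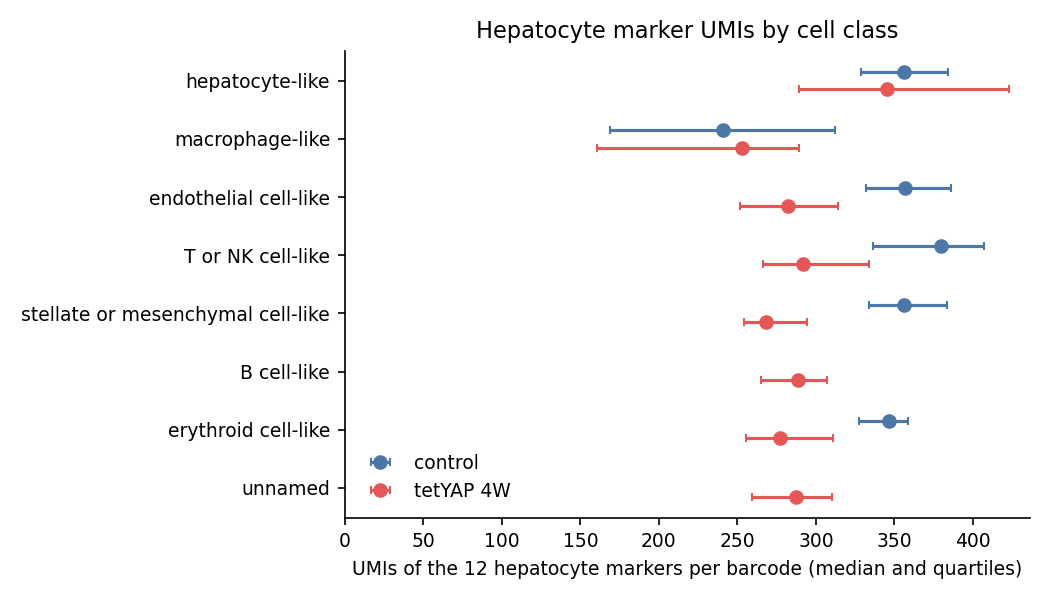
UMIs of the 12 hepatocyte markers per barcode (median as a point, quartiles as lines) by cell class in each library, for classes with at least 4 barcodes in that library. Control classes other than macrophage-like sit near the hepatocyte-like median of 356 UMIs.

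The study reads inflammatory signatures as a property of YAP-induced hepatocytes, so the inflammatory genes were counted by cell class. The list counted was that raised in whole liver, which can hold genes of any liver cell. The inflammatory genes that the study identified by single-cell RNA-seq were not split by class. The list of genes raised in whole liver had a median log2 ratio of 3.29 over all barcodes (210 members, 2.56 to 4.24) and of 2.62 in hepatocyte-like barcodes (143 members, 1.31 to 3.75), both at the 100th percentile of matched lists. Of its 43262 UMIs in the tetYAP 4W library, 6712, or 15.5% (15.2 to 15.9), lay in hepatocyte-like barcodes, which held 51.0% of all UMIs. Macrophage-like barcodes held 41.2% of the list's UMIs and 17.7% of all UMIs, endothelial cell-like barcodes 17.4% and 11.1%, T or NK cell-like barcodes 11.8% and 9.75%, and the unnamed cluster 10.004% and 4.63%. Of the 209 members with at least 10 UMIs in this library, 11 had over 50% of them in hepatocyte-like barcodes, among them Spp1, Gpc3 and Csf1, and 4 reached their highest level per barcode there. Spp1 is a fixed gene, and Gpc3 was named after its value was seen. The median member had 12.1% of its UMIs in hepatocyte-like barcodes. The share in hepatocyte-like barcodes moved most without clusters, when nearly all barcodes were called hepatocyte-like and it reached 91.9%. Per barcode, the list had 8.18 UMIs in hepatocyte-like (7.98 to 8.37), 64.6 in macrophage-like and 7.05 in erythroid cell-like barcodes (6.23 to 7.95).

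Ccl2 and Csf1 differed in where they were counted. Ccl2 (chromosome 11, 82035577 to 82037452) rose from 16 to 237 UMIs over all barcodes, a log2 ratio of 4.38 (3.65 to 5.21). Of the latter, 163 lay in macrophage-like barcodes, at 0.591 UMIs per barcode (0.503 to 0.689), against 0.0438 in hepatocyte-like (0.0307 to 0.0607) and 0.0543 in erythroid, B or T or NK cell-like barcodes (0.0281 to 0.0948). The hepatocyte-like level of Ccl2 was thus not separable from that of other cells. Csf1 (chromosome 3, 107741048 to 107760469) rose from 30 to 433 UMIs, a log2 ratio of 4.34 (3.81 to 4.93). It had 0.334 UMIs per hepatocyte-like barcode (0.295 to 0.376), above the 0.181 (0.129 to 0.246) of erythroid, B or T or NK cell-like barcodes, and 0.705 in cluster 13 (0.531 to 0.918). In endothelial cell-like barcodes it had 0.441 (0.333 to 0.573).

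**Figure D3:**
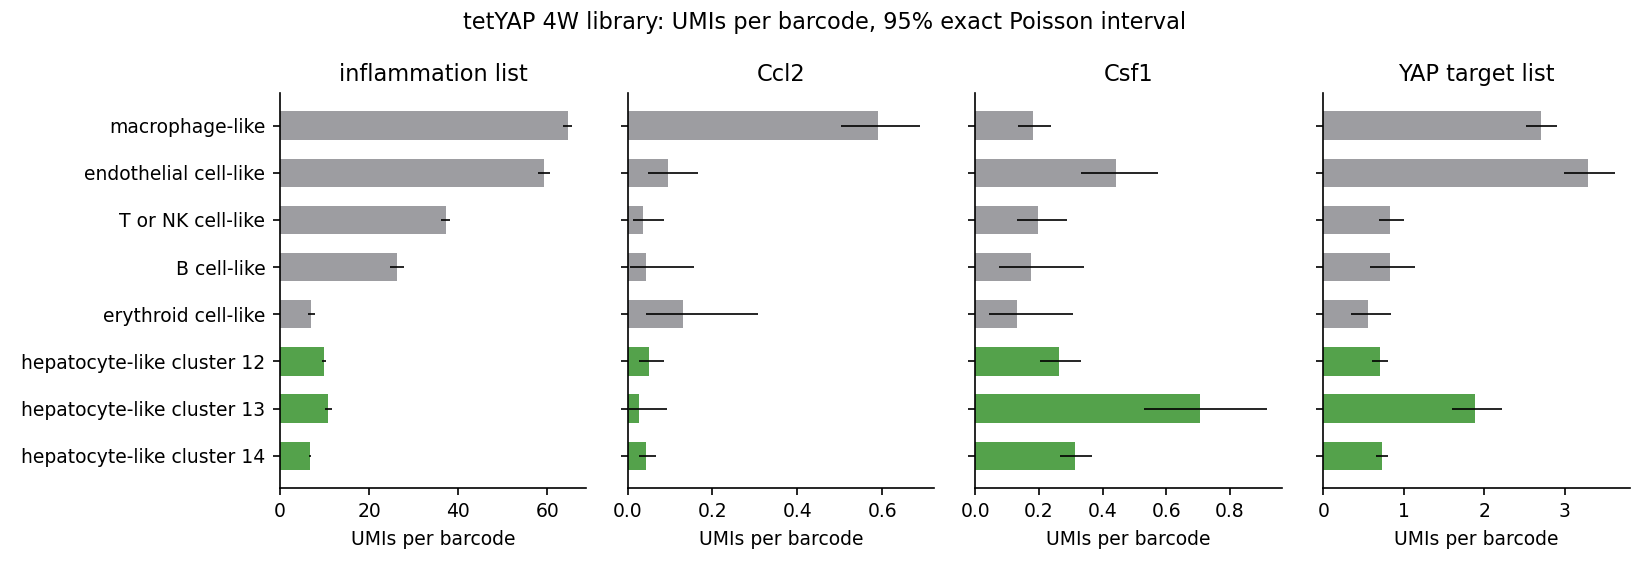
UMIs per barcode of the inflammation list, Ccl2, Csf1 and the YAP target list in the tetYAP 4W library, for 5 cell classes (grey; stellate cell-like and unnamed barcodes are not drawn) and by hepatocyte-like cluster (green), with exact 95% Poisson intervals as lines. Of those drawn, Ccl2 is highest in macrophage-like barcodes at 0.591 UMIs, and Csf1 reaches 0.705 UMIs in hepatocyte-like cluster 13.

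Cell cycle genes were counted because the study reports cell cycle signatures upon induction. The proliferation list had a median log2 ratio of 3.81 in hepatocyte-like barcodes (2.76 to 7.55), with all 18 members higher. Of these, 11 had control counts at or under the floor of 3 UMIs, so their ratios depend on the floor. With members of at least 50 UMIs the median was 2.11. The cell cycle signature of the study was at 0.34 (662 members, -0.36 to 1.06) in hepatocyte-like barcodes and at 1.28 over all barcodes. The inflammation signature of the study was at 0.70 (436 members, 0.04 to 1.32) and 2.06. Both signatures were at the 100th percentile of matched lists in either set. In hepatocyte-like barcodes they lay 0.43 and 0.79 above the median of all genes. Mki67 had 0 and 21 UMIs in hepatocyte-like barcodes, and the lower bound of its log2 ratio was 3.58. UMIs of at least 2 proliferation genes were found in 0.118% of control (0.0244 to 0.345) and 9.99% of tetYAP 4W hepatocyte-like barcodes (8.02 to 12.2). After thinning to 1000 UMIs the shares were 0.0397% (0.00101 to 0.221) and 1.22% (0.586 to 2.23). Erythroid cell-like tetYAP 4W barcodes had a native share of 10.5% (2.94 to 24.8) at a median of 3390 UMIs, so the hepatocyte-like share was not separable from background by this count. The thinned share moved most, to 11.9% in the tetYAP 4W library, when UMIs of at least 1 gene sufficed.

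Metabolic signatures were compared because the study describes them as lowered. In hepatocyte-like barcodes the median of all 10942 genes was -0.09, and over all barcodes that of 12621 genes was 0.60. Changes are therefore also given relative to these medians. In hepatocyte-like barcodes the median log2 ratio was -0.78 for the fatty acid signature (265 members, -1.17 to -0.43), -0.77 for amino acids (-1.08 to -0.44), -0.69 for steroids (85 members, -1.13 to -0.40) and -0.97 for mitochondrial activity (369 members, -1.37 to -0.59). Relative to the median of all genes these were -0.69, -0.68, -0.60 and -0.88. The percentile among matched lists was 3.66 for steroids and 0 for the others. When barcodes above 30% mitochondrial UMIs were left out, the median of all genes moved to 0.96, and the amino acid, fatty acid and steroid medians changed sign, to 0.30, 0.06 and 0.16. Relative to all genes they were -0.66, -0.90 and -0.80. RNA metabolism, at -0.60 in hepatocyte-like barcodes, was at 0.37 over all barcodes and, relative to all genes, at -0.51 and -0.22, at the 3.28th and the 99.85th percentile of matched lists. Translation was at -0.70 and 0.02, and relative to all genes at -0.61 and -0.57. Cholesterol biosynthesis was lower in hepatocyte-like barcodes (-0.99, 19 members, -1.43 to -0.58), at the 0.87th percentile, and cholesterol uptake higher (1.03, 9 members, 0.89 to 1.18).

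Hnf4a (chromosome 2, 163506811 to 163572907) had 97.4 CPM in the control and 70.7 CPM in tetYAP 4W hepatocyte-like barcodes, a log2 ratio of -0.46 (-0.68 to -0.25) that turned to 0.65 without barcodes above 30% mitochondrial UMIs and to 0.04 when mitochondrial genes and the 50 most abundant genes were left out of the total. Relative to all genes it was -0.37, and -0.31 and -0.37 under these 2 alternatives, but 0.0038 in the clusters rich in nuclear RNA. HNF4a targets had a median of -0.61 (19 members, -0.89 to -0.37), at the 74.7th percentile of lists of the same expression level, and of -0.95 over all barcodes, at the 0.57th percentile. Apob differed in sign between hepatocyte-like barcodes (0.29, 0.24 to 0.33) and all barcodes (-0.10, -0.13 to -0.06). Periportal genes were lower (-0.86, 13 members), at the 24.5th percentile, and over all barcodes at -1.04, at the 0.59th percentile. The pericentral median was 0.07, within its interval of -0.17 to 0.57. The dissociation response list was higher, at 1.46 (0.74 to 2.21), in hepatocyte-like barcodes and at 2.79 over all barcodes.

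**Figure D4:**
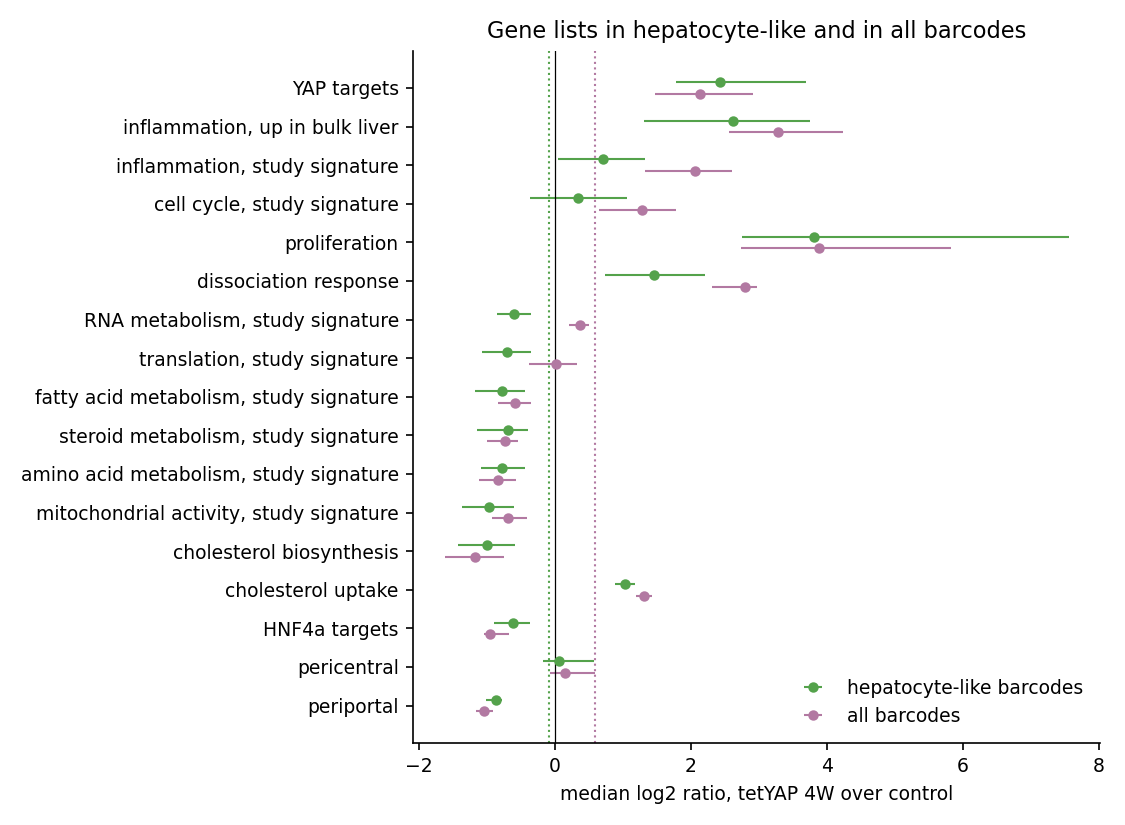
Median log2 ratio of tetYAP 4W over control for 17 gene lists in hepatocyte-like (green) and in all barcodes (purple), with lines for the median of the members' 95% interval bounds and dotted lines for the median of all genes (-0.09 and 0.60). The inflammation list sits at 2.62 and 3.29, and the mitochondrial signature at -0.97 and -0.68.

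Of the markers of ductal and fetal fate, Krt19, Epcam and Afp were near the detection limit. Krt19 and Epcam had 0 control UMIs and 1 tetYAP 4W UMI each over all barcodes, and Afp had 1 and 8 (log2 ratio 1.90, 0.59 to 8.96). Sox9 fell from 62 to 11 UMIs (log2 ratio -2.01, -3.08 to -1.07), and Spp1 rose from 44 to 552 UMIs (4.14, 3.69 to 4.62). The few counted members of the ductal list (5) and of the hepatoblast list (4) had medians of 3.68 and 2.99 over all barcodes, where that of all genes was 0.60. Of the ductal members 3 were higher, and of the hepatoblast members all 4.

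By the rule of size, the 5 genes with the highest ratio in hepatocyte-like barcodes were Xist (chromosome X, 103460373 to 103483233, a non-coding RNA), A1bg, Sult2a2, Sult2a1 and Cyp3a44, with log2 ratios from 8.03 to 10.75. Xist had 3 control and 2246 tetYAP 4W UMIs there. The 5 lowest were Mup11, Mup21, Elovl3, Cyp4a12a and Mup7, from -8.67 to -7.47. Mup genes are near-identical copies whose reads can be split or lost in counting, so values of single members are uncertain. Over all barcodes Sult3a1 took the place of Cyp3a44, at 8.05, and Mup20 that of Mup7, at -7.56. The 4 Y-linked genes examined had 716 UMIs in the control and 0 in tetYAP 4W, as a male control and a female tetYAP 4W animal would give. These rankings therefore cannot tell a difference of sex from the induction.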

Values the study reported

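In whole-liver RNA-seq upon YAP induction, the study reported about 4500 deregulated genes, of which 2538 rose and 1851 fell. For hepatocytes of YAP-activated mice it reported that nearly 30% of the genes analysed were NF-κB targets. It described Ccl2 and Csf1 as raised. The number of deregulated genes and the share of NF-κB targets were not computed from the libraries described here.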

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

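The tests in this part were chosen after the result was seen, apart from the test of X-linked escape genes.

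A signal that the comparisons did not use parted the libraries. Xist, the non-coding RNA of the inactive X chromosome, had 4859 UMIs in the tetYAP 4W library and 3 in the control. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 716 UMIs together in the control and 0 in the tetYAP 4W library. A mixture of sexes in the tetYAP 4W library is argued against, since 510 Y-linked UMIs were expected at the control level and a count of 0 allows a male share of up to 0.588%. An effect of YAP on Xist in hepatocytes alone is argued against by the 4.36 Xist UMIs per T or NK cell-like barcode (4.02 to 4.72), against 0.421 per erythroid cell-like barcode (0.241 to 0.684). A swap of the library labels is argued against by the summed UMIs of Ctgf, Cyr61, Ankrd1 and Amotl2, whose log2 ratio was 2.36 (2.06 to 2.68). The explanation left of those tested is a male control and a female tetYAP 4W animal, which both the Xist and the Y-linked counts go with. X-linked escape genes could not decide it, with a median log2 ratio of 0.77 against 0.82 for all X-linked genes, at the 88.1th percentile of X-linked lists of the same expression level. The labels give no sex, and with 1 animal per group a difference of sex and the induction cannot be told apart for any ratio in the report.

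Digestive enzyme genes of the pancreas had 281 UMIs in the tetYAP 4W library and 0 in the control, over 13 genes. The list held 16 genes, of which 15 were in the table, and Cela1 and Cela2a were left out because they had control UMIs (1323 in the control and 246 in tetYAP 4W for Cela1, 10 and 29 for Cela2a). The low control count is thus partly set by that choice. Even spread of free RNA is argued against, since 4 barcodes held 61.6% of these UMIs, with 120, 31, 17 and 5 each. Pancreatic cells carried along and expression of the genes in liver cells both stay open, and neither was tested.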

How the results depend on the processing

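The restriction to nuclear-RNA-rich clusters and the lists without 5 gene families were chosen after the data were seen. No paired analysis was possible because each group had 1 library. Removing the upper UMI limit and drawing 3000 barcodes changed no barcode. Leaving out Scrublet doublets, adding 0.5 UMIs to each count, setting no minimum on UMIs, and leaving out the gene families moved no result beyond its counting interval. Relative to the median of all genes under each alternative, each list over all barcodes kept its side. In hepatocyte-like barcodes the exceptions were the dissociation response, in nuclear-RNA-rich clusters, and pericentral genes, in those clusters, without barcodes above 30% mitochondrial UMIs and without clusters. The cause of the changes below was not tested unless stated.

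Leaving out barcodes above 30% mitochondrial UMIs moved 42 results and reversed 10, more than any other alternative, and left 57 the same. Control and tetYAP 4W medians became 3031 and 4589 UMIs, 917 and 1675 genes, and 25.3% and 22.1% mitochondrial UMIs. In the tetYAP 4W library the hepatocyte-like share became 20.4%, the macrophage-like 23.3%, the endothelial cell-like 19.4% and the T or NK cell-like 19.8%. In hepatocyte-like barcodes the median of all genes became 0.96, Yap1 1.59, Hnf4a 0.65, Apob -0.081 and Sox9 0.16. Among lists, cholesterol biosynthesis became -0.16, uptake 1.46, HNF4a targets 0.0051, pericentral 0.90, periportal 0.11, amino acids 0.30, cell cycle 1.37, fatty acids 0.057, study inflammation 1.37, mitochondrial activity -0.053, RNA metabolism 0.24, steroids 0.16 and translation 0.21. Over all barcodes Yap1 became 0.57, uptake 1.15, dissociation 3.35, HNF4a targets -1.10, mitochondrial activity -0.36, RNA metabolism 1.02 and translation 0.54. The inflammation share in hepatocyte-like barcodes became 4.12%, and the cycling shares 0% and 5.41%.

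Leaving mitochondrial genes and the 50 most abundant genes out of the total moved the median of all genes in hepatocyte-like barcodes to 0.42, and by construction every ratio there by the same amount. Yap1 became 0.67, Hnf4a 0.042, cholesterol biosynthesis -0.49, uptake 1.54, HNF4a targets -0.11, periportal -0.35, amino acids -0.27, fatty acids -0.27, mitochondrial activity -0.46, RNA metabolism -0.10, steroids -0.18 and translation -0.20. The TMM factor likewise moved the median of all genes over all barcodes to 0.035. Yap1 became -0.35, cholesterol biosynthesis -1.73, uptake 0.75, dissociation 2.23, HNF4a targets -1.51, pericentral -0.41, periportal -1.60, amino acids -1.39, fatty acids -1.14, mitochondrial activity -1.24, RNA metabolism -0.19, steroids -1.29 and translation -0.54.

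At Leiden resolution 0.4 the hepatocyte-like shares became 91.4% and 44.2%, the control endothelial cell-like share 2.01%, and the macrophage-like and stellate cell-like shares 0% in both libraries. These values of 0% come from the naming rule. A cluster of 40 control and 333 tetYAP 4W barcodes, with 11 macrophage markers passing but led by neutrophil genes, stayed unnamed. So did a cluster of 134 and 21 barcodes, led by stellate and endothelial markers such as Dcn and Clec4g. RNA metabolism became -0.87, the inflammation share 11.6% and the control cycling share 0%. At resolution 1.2 the hepatocyte-like shares became 82.4% and 43.2% and the stellate cell-like shares 9.53% and 2.30%. RNA metabolism became -0.88, the inflammation share 11.3% and the control cycling share 0%. Without clusters the hepatocyte-like shares became 99.9% and 95.6%, so the class held nearly all barcodes. Apob became -0.072, uptake 1.28, dissociation 2.76, HNF4a targets -0.93, periportal -1.03, cell cycle 1.24, study inflammation 1.97, RNA metabolism 0.36, translation 0.0024, the inflammation share 91.9% and the tetYAP 4W cycling share 2.61%.

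In nuclear-RNA-rich clusters Hnf4a became 0.20, dissociation -0.54, periportal -0.21, steroids -0.31 and YAP targets 1.72. Ratios of 17 single genes also moved there. Of the 15 closer to 0, 14 had a count at or under the floor of 3 UMIs in 1 library, so with the smaller totals they are bounds and do not show that a ratio shrank. Single-gene ratios moved closer to 0 and farther from it 7 times each without barcodes above 30% mitochondrial UMIs (4 of the former were such bounds), and 4 and 6 times with the TMM factor. All 4 that moved with the deeper library thinned were such bounds as well, and the 1 with the mean of each barcode's CPM came closer to 0. The 4 that moved with the reduced total, and 1 at each Leiden resolution, went farther from 0, and without clusters there was 1 each way. With at least 50 UMIs per gene, uptake became 0.87 in hepatocyte-like and 1.13 in all barcodes, and proliferation 2.11 in hepatocyte-like barcodes.

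Cycling shares, after thinning to 1000 UMIs, became 1.47% and 11.9% with at least 1 gene, and 0% and 0.365% with at least 3 genes. Thinning to 500 UMIs gave 0% in the control, thinning to 2000 UMIs 4.75% in the tetYAP 4W library, and at least 500 detected genes 0% in the control. Depth limits these shares, since the control share rests on 1 barcode.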

Other observations

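The tests in this part were chosen after the results were seen, apart from those of Ccl2 and of proliferation genes. The test of gene families was narrowed to the steroid list after the results were seen.

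Hepatocyte markers were counted in barcodes of every class. In the control, 443 of the 448 barcodes of other classes, or 98.9% (97.4 to 99.6), reached the 2.5th percentile of hepatocyte-like barcodes. Doublets as the whole source would thus need nearly all of these barcodes to be doublets. Doublets with hepatocytes would also reach that value, and the doublet rate could not be measured, so the share does not exclude them. Free RNA may fill many of the control hepatocyte-like barcodes, since other classes had 99.4% of their marker UMIs. Low depth alone is argued against as the reason why most of them look alike: Cyp2e1 and Cyp2f2 had a correlation of -0.31 in cluster 4, of 160 barcodes, at a similar depth, and of -0.04 and 0.05 in clusters 0 and 1. In clusters 0 and 1 the variance of Cyp2e1 was 1.0023 and 1.096 times that of counting error. For Cyp2f2 it was 0.999 and 0.973 times, and in cluster 4 the values were 3.29 and 2.09. The median gene gave 1.04 and 1.03, against 1.25 in cluster 4. Barcodes of clusters 0 and 1 thus differed by little more than counting error, which goes with free RNA. It argues against whole hepatocytes that differ in these genes as the content of most barcodes there. How many control barcodes held a whole hepatocyte was not counted.

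Inflammatory genes in hepatocyte-like tetYAP 4W barcodes may partly be free RNA of other cells. Cluster 14 had 6.82 list UMIs per barcode (6.59 to 7.06), not above the 7.05 (6.23 to 7.95) of erythroid cell-like barcodes. Clusters 12 and 13 lay above it, at 9.88 (9.51 to 10.3) and 10.8 (10.1 to 11.6), which argues against free RNA at that level as the whole source there. In cluster 12 endothelial cells or their RNA may be the source: outside the 148 barcodes rich in endothelial markers it had 7.62 list UMIs per barcode (7.11 to 8.14), not above erythroid cell-like barcodes. Ccl2, at 0.0438 UMIs per hepatocyte-like barcode, was within the range of other cells. Csf1, at 0.334, Spp1, at 0.408 (0.366 to 0.454) against 0.276 (0.211 to 0.355), and Amotl2, at 0.145, were above it, which argues against free RNA at the level of these cells as their whole source. Amotl2 was not separable from it in clusters 12 and 14, at 0.0983 (0.0770 to 0.124), so only cluster 13 stood out. Spp1 was also above it in cluster 14, at 0.470 (0.411 to 0.535). The YAP target list in clusters 12 and 14, at 0.716 UMIs per barcode (0.656 to 0.780), was not above the 0.783 of other cells, and in cluster 13, at 1.88, it was. Expression in hepatocytes stays open for Csf1, Spp1, Amotl2 and cluster 13. The part that a difference of sex between the animals played in these levels stays open too.

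Some barcodes held more proliferation genes than even spread gives. In the tetYAP 4W library 18 hepatocyte-like barcodes had UMIs of 4 or more such genes, against a mean of 4.28 (1 to 9) in 1000 sets of independent draws, and 15 of them lay in cluster 12, of which 10 were among the 148 barcodes rich in endothelial markers. This argues against evenly spread free RNA as the whole source. At 2 or more genes there was no such excess, with 82 barcodes against a mean of 96.4. Cycling hepatocytes and cycling cells of other classes cannot be told apart: the 18 barcodes had 11.1 marker UMIs of other classes (9.62 to 12.8) against 6.88 in the remaining ones (6.70 to 7.06), but their medians were 6 and 5.

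The steroid list stayed lower without the Cyp, Sult, Mup, Hsd3b and Ugt families. Its median over the 75 members left of 85 was -0.71, against -0.09 for all genes, which argues against these families as its whole cause. The other 3 metabolic lists held almost no members of the families, so leaving them out tested nothing there. Whether a difference of sex between the animals lowered the rest of the list stays open.

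The tetYAP 4W library held 1476 barcodes fewer than 3000, and the control 11 fewer. The upper UMI limit could have removed barcodes, and the counts do not decide it: 145 tetYAP 4W barcodes lay within 1000 UMIs below 7500, which is 70.05% of the 207 in the 1000 UMIs before. No biological explanation was tested.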
